A study of Homo sapiens with 18 samples. Its data were reported in "Systematic Prioritization of Candidate Genes in Disease Loci Identifies TRAFD1 as a Master Regulator of IFNγ Signaling in Celiac Disease" (2021).

How the data were processed

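RNA was measured in 18 libraries of THP-1, a human acute monocytic leukaemia cell line that grows in suspension. Cells received an siRNA against TRAFD1 (KD), a scrambled control siRNA (SCR) or no siRNA (WT), and each condition was sampled with and without lipopolysaccharide (LPS), a bacterial cell wall component. The siRNA was used at 25 nM and cells were treated 72 h after transfection with LPS at 10 ng/ml or with medium for 4 h. The labels differ on WT: the description of the series calls these cells untreated, whereas the sample labels say that they received the transfection reagent alone. A difference between SCR and WT can therefore not be assigned to the reagent or to the siRNA. Each of the 6 groups held 3 libraries, numbered 1 to 3 without LPS and 4 to 6 with LPS.

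The libraries were made with QuantSeq, which sequences from the 3-prime end of polyadenylated RNA, so that one fragment stands for one transcript and gene length does not enter the values. The authors aligned the reads to GRCh37, counted them per Ensembl gene, and deposited one table whose values are raw read counts, as the whole numbers in every cell show. The table held 63677 genes, of which 55665 had a symbol in the GENCODE v44lift37 annotation, and 34092 genes had counts in at least 1 library. All 18 columns of values were used and 0 were left out. CPM below are counts per 1000000 counts of the library, with the library total scaled by TMM.

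Total counts ran from 8206023 to 22344279 per library. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to between 0.134 and 0.366 CPM. The reads carry no molecular identifiers in the table, so the floor covers counting error only. Mitochondrial genes held 3.19% to 5.20% of the counts, pseudogenes 9.14% to 11.2%, and the 10 genes with the most counts 6.91% to 8.84%.

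Genes with low counts were removed with filterByExpr by group, which left 16678 genes. One model with a mean per group was fitted to all 18 libraries with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood F test), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The square root of the common dispersion was 0.170 and the prior degrees of freedom were 8.83. The 11 contrasts were the 6 pairs of conditions within a stimulation state, the LPS response within each of the 3 conditions, and 2 interactions, which test whether the LPS response differs between KD and SCR and between SCR and WT. Standard errors (SE) of log2 fold changes are the fold change divided by the square root of the F statistic. With 3 libraries per group an exact permutation test of one gene cannot go below 0.1, which is why the model across all genes was used.

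Named genes were chosen by a rule. They are TRAFD1 in every contrast, the 3 genes per direction with the smallest adjusted p among those past 0.05 whose replicates did not overlap between the groups, the 3 genes with the smallest adjusted p of an interaction, up to 8 members of the list of trans-mediated genes past 0.05 adjusted over the list alone in KD against SCR, and TNF, IL1B, CXCL8, CXCL10 and NFKBIA as a check of the LPS labels. These choices, the gene lists, the tests and the alternatives named first below were fixed before the data were examined.

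A list of 41 genes whose expression the study had tied to TRAFD1 through genetic associations in other blood samples, called the trans-mediated list here, was taken from the paper. All 41 symbols were matched and 35 were tested. A list of 30 targets of the transcription factor NF-kB and a list of 30 genes of the type I interferon response were written from general knowledge; 26 and 30 of their genes were tested. The annotation gives the NF-kB genes CCL3, CCL4 and SOD2 identifiers that are not in the deposited table. The files do not pair these symbols with any identifier of the table, and some identifiers of the table have no symbol, so that the 3 genes are missing from the list tests and cannot be called unmeasured. The trans-mediated and interferon lists share 2 genes, the NF-kB and trans-mediated lists share 1, and the NF-kB and interferon lists share 0.

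Lists were examined in 3 ways. First, the median absolute test statistic of the trans-mediated list with TRAFD1, 36 genes, was compared with that of 1000000 random sets of the same size drawn from the genes tested, and with sets drawn to match its genes on mean expression in 20 bins. Second, the direction of each list was tested with camera of limma 3.58.1 on voom values, with a preset correlation between genes of 0.01, adjusted over the 18 list tests of the design. Interaction tests of lists were adjusted over their own family of 6, and any other list test over the 18 and itself. Last, the mean log2 CPM of each list per library, with a prior count of 2, was compared between KD and SCR by an exact two-sided permutation test within each stimulation state, over 400 arrangements, whose smallest p is 0.005. The p-values of the 3 lists were adjusted together.

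Each alternative changed one choice: size factors of DESeq2 1.42.0 in place of TMM, the DESeq2 Wald test, no filter beyond genes without counts, a fit to the libraries of the groups compared alone, the replicate number as a block, the threshold of the study (adjusted p of at most 0.01 and a log2 fold change above 1 in size), the rotation test fry in place of camera, a median or a prior count of 0.5 for list scores, matched or smaller lists, and 18 fits that each left out one library. A correction for GC content was added after the data had been seen. It removed from each library a loess trend (span 0.5) of log2 CPM with the GC content of the last 500 transcript bases, fitted on genes above a log2 CPM of 2, and covered 16235 of the genes tested. DESeq2 on the libraries of one pair of groups without a filter, and combinations of an alternative with matched random sets, were also added then. Named genes other than TRAFD1 were not examined one by one under the GC correction or this DESeq2 setting. Their ranges across alternatives leave both out.

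The labels do not say whether libraries with the same replicate number were handled together. Pairing was checked by correlating, across genes, the deviations of libraries with the same number from their group means. In SCR against WT with LPS every one of the 3 pairs exceeded 0.1 (0.26, 0.16 and 0.25), so that its count of genes is given with the replicate block as well, 135 genes against 19. In the other pairs of conditions at least 1 replicate pair was at or below 0.1, and the correlations ranged from -0.09 to 0.30. No library was a copy of another, since in each of the 153 pairs of libraries at most 1.64% of the genes with at least 20 counts had the same count. The log2 CPM of pairs correlated across genes at 0.954 to 0.981 within groups and at 0.932 to 0.983 between groups.

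Pairs of genes with near-identical counts (within 5% in every library, with a mean of at least 50 counts) were listed, since reads from such copies cannot be assigned to one of them. For the seed test, 7-base matches to bases 2 to 8 of the guide were counted in annotated 3-prime untranslated regions.

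The pipeline was tested on simulated data. Of 200 genes given a known change among 16346 simulated genes, 180 were called (90%), with 8 calls among unchanged genes and 0 calls in a contrast without changes. The share called was 80% at a log2 change of 1 in size and 100% at 2. Smaller changes were not simulated, so these shares do not apply to them. In simulated data with noise that depends on expression, 61.7% of 60 runs put a highly expressed list past 0.05 against plain random sets, and 3.33% did so against matched sets. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the lists, the permutations and the figures.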

Results

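The data comprised gene-level read counts from 18 libraries of THP-1 cells in 6 groups of 3: WT, SCR and KD, each without and with LPS. The WT libraries held 17191801, 10626885 and 21900309 counts without LPS (replicates 1, 2 and 3) and 10732056, 12049859 and 10094675 with LPS (replicates 4, 5 and 6). In SCR, the totals were 22344279, 10743235 and 12660460 counts without LPS and 8206023, 14712315 and 14390293 with LPS. In KD, they were 14732654, 12104063 and 12530941 counts without LPS and 11801334, 17065865 and 13583945 with LPS. After removal of genes with low counts, 16678 genes were tested.

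The first question was how far the siRNA lowered its target. TRAFD1 (ENSG00000135148) lies on chromosome 12 of GRCh37, from 112563342 to 112591408. The target sequence CCCAGCCGACCCATTAACAAT matched the coding sequence in exon 10 of 12, from 112589676 to 112589696. Mean expression without LPS was 20.5 ± 1.99 CPM in WT, 23.7 ± 3.38 CPM in SCR and 8.67 ± 3.14 CPM in KD (SD, n = 3 each). With LPS it was 17.0 ± 4.76 CPM in WT, 22.7 ± 4.42 CPM in SCR and 14.5 ± 1.12 CPM in KD (SD, n = 3 each). These values rest on 65 to 603 counts per library.

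Without LPS, TRAFD1 was 63.3% lower in KD than in SCR (log2 fold change -1.45, SE 0.23, adjusted p 0.0277 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with every KD library below every SCR library. Across the alternatives other than leaving out a library the edgeR or DESeq2 adjusted p ran from 1.8e-11 to 0.0847, the highest value being that of a fit to the 6 libraries of this pair alone, with a log2 fold change of -1.41. The call also depended on single libraries. Without SCR replicate 1 the log2 fold change was -1.35 (edgeR adjusted p 0.119), without SCR replicate 3 it was -1.44 (edgeR adjusted p 0.112), and without KD replicate 2 it was -1.20 (edgeR adjusted p 0.0640). Against WT, TRAFD1 was 57.5% lower in KD (log2 fold change -1.23, SE 0.23, edgeR adjusted p 0.00156). SCR and WT did not differ past the threshold (log2 fold change 0.21, SE 0.22, edgeR adjusted p 0.675; 0.11 without SCR replicate 1).

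With LPS, TRAFD1 was 36.1% lower in KD than in SCR, with all 3 KD libraries below all 3 SCR libraries (log2 fold change -0.65, SE 0.22), and the edgeR adjusted p of 0.262 did not pass the threshold. In the 6 fits that each left out one library the log2 fold change ran from -0.77 to -0.48 and the edgeR adjusted p from 0.413 to 0.641. Under the other alternatives the adjusted p ran from 0.0167 to 0.241, and 2 of these passed the threshold, DESeq2 on the libraries of the pair without a filter (log2 fold change -0.65, adjusted p 0.0167) and edgeR without the filter on low counts (-0.66, adjusted p 0.0275). KD against WT gave a log2 fold change of -0.23 (SE 0.23, edgeR adjusted p 0.563) and SCR against WT one of 0.42 (SE 0.22, edgeR adjusted p 0.421). The former was -0.084 without WT replicate 5 and -0.45 without WT replicate 6, and the latter was 0.20 without WT replicate 6. LPS raised TRAFD1 in KD (log2 fold change 0.73, SE 0.23, edgeR adjusted p 0.0456). This call was lost in 5 of the 6 fits that each left out one library, in which the log2 fold change ran from 0.49 to 1.01 and the adjusted p from 0.00568 to 0.181. In WT the LPS response was -0.27 (SE 0.22, edgeR adjusted p 0.491) and in SCR -0.067 (SE 0.22, edgeR adjusted p 0.872) on the log2 scale. The WT response was -0.054 without WT replicate 6. The SCR response turned positive without SCR replicate 1 (0.035) and without SCR replicate 6 (0.061). The LPS response of TRAFD1 in KD did not differ from that in SCR past the threshold (interaction log2 0.80, SE 0.32, edgeR adjusted p 0.612), and neither did that in SCR from that in WT (0.20, SE 0.31, edgeR adjusted p 0.855; -0.0079 without WT replicate 6).

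**Figure D1:**
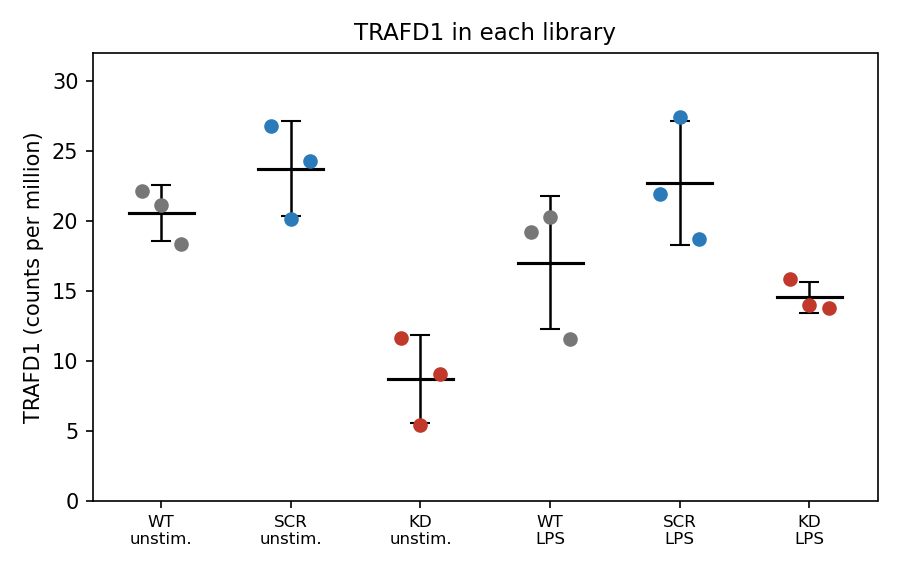
TRAFD1 expression in CPM for each library (points) with the mean and SD of each group of 3 libraries, for WT, SCR and KD without and with LPS. The KD libraries lie below the SCR libraries in both states, with means of 8.67 against 23.7 CPM without LPS and 14.5 against 22.7 CPM with LPS.

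The comparison of KD with SCR asks what the loss of TRAFD1 changes in unstimulated cells. Past an adjusted p of 0.05 by the edgeR quasi-likelihood test, 11 genes differed, 4 higher and 7 lower in KD, while 2107 genes had an unadjusted p under 0.05. For all 11 the replicates of the groups did not overlap, as for 15.1% of all genes, where chance gives 10%. The count moved most without the filter on low counts, to 320 genes, where 155 were higher and 165 lower, and it was 0 in a fit to the 6 libraries alone, where 1305 genes had an unadjusted p under 0.05. It was 52 without KD replicate 1, 3 without KD replicate 2, 6 without SCR replicate 2 and 1 without SCR replicate 1 or without SCR replicate 3. The majority lay on the other side with DESeq2 on the libraries of the pair without a filter (55 higher, 31 lower), after the GC correction (24 higher, 23 lower) and without KD replicate 2 (2 higher, 1 lower). Lower in KD were POU2F2 (ENSG00000028277, chromosome 19, 42590262 to 42700737; 71.9 ± 7.18 against 122 ± 10.3 CPM, log2 fold change -0.76, SE 0.10, edgeR adjusted p 0.00228), TRAFD1 itself, and ITGB2 (ENSG00000160255, chromosome 21, 46305868 to 46351904; 2588 ± 87.7 against 3766 ± 478 CPM, log2 fold change -0.54, SE 0.09, edgeR adjusted p 0.0341; SD, n = 3 each). In the fit to the 6 libraries the edgeR adjusted p of POU2F2 was 0.0847. Across the alternatives examined for named genes, other than leaving out a library, its adjusted p ran from 7.9e-09 to that value.

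The 4 genes higher in KD were processed pseudogenes of ribosomal protein genes, whose reads can be shared with their parent genes. RPS27P8 (ENSG00000236439, chromosome 1, 202440992 to 202441245) had 670 ± 12.9 against 498 ± 20.8 CPM (SD, n = 3 each; log2 fold change 0.43, SE 0.07, edgeR adjusted p 0.0341). RPL6P10 (ENSG00000243199, chromosome 4, 66439177 to 66440046) changed by 0.68 on the log2 scale (SE 0.12, edgeR adjusted p 0.0418), and RPL7AP50 (ENSG00000213609, chromosome 10, 65662211 to 65663005) by 0.57 (SE 0.11, edgeR adjusted p 0.0479). The fourth, RPS13P2 (ENSG00000228929), fell outside the rule for naming genes and is named after its value was seen (0.62 on the log2 scale, SE 0.12, edgeR adjusted p 0.0479). These calls were lost without SCR replicate 1, where the adjusted p was 0.119 for RPS27P8, 0.214 for RPL6P10 and 0.214 for RPL7AP50, as it was for ITGB2 at 0.214. Without SCR replicate 3 the adjusted p was 0.139 for each of the 3 pseudogenes and 0.0793 for ITGB2. Without SCR replicate 2 it was 0.0740 for RPS27P8 and 0.0736 for RPL6P10 and RPL7AP50, without KD replicate 3 it was 0.0554, 0.0685 and 0.0685, and without KD replicate 2 it was 0.0693 for RPS27P8 and ITGB2. Across the alternatives examined for named genes, other than leaving out a library, the adjusted p ran from 1.1e-04 to 0.120 for RPS27P8, from 3.8e-07 to 0.0758 for RPL6P10, from 4.5e-04 to 0.120 for RPL7AP50 and from 1.8e-07 to 0.121 for ITGB2.

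In LPS-treated cells, KD against SCR gave 0 genes past the threshold and 1963 genes with an unadjusted p under 0.05. Replicates of the groups did not overlap for 21.5% of all genes, where chance gives 10%. The count rose to 85 genes with a replicate block, 142 genes with DESeq2, 425 genes without a filter and 619 genes with DESeq2 on the libraries of the pair without a filter.

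SCR against WT measures the effect of the control siRNA and, depending on which label of WT holds, of the transfection. Without LPS, 538 genes differed (297 higher, 241 lower in SCR), 533 of them without overlap of the replicates, as for 22.6% of all genes where chance gives 10%. With one library left out the count ran from 193, without SCR replicate 1, to 510. The majority changed sides after the GC correction (316 higher, 343 lower) and with DESeq2 on the libraries of the pair without a filter (341 higher, 372 lower). CCL4L1 (ENSG00000205020, chromosome 17, 34538310 to 34540280) rose from 2.10 ± 0.563 to 11.1 ± 2.08 CPM (SD, n = 3 each; log2 fold change 2.36, SE 0.20, edgeR adjusted p 9.2e-07). Its near-identical copy CCL4L2 (ENSG00000197262, log2 fold change 2.35) had almost the same counts in every library, so that the pair counts as 1 signal. RCAN1 (ENSG00000159200, chromosome 21, 35885440 to 35987412) rose by 1.11 on the log2 scale (SE 0.10, edgeR adjusted p 9.2e-07). The lower genes with the smallest adjusted p were SPN (ENSG00000197471, log2 fold change -0.76, SE 0.10, edgeR adjusted p 1.2e-04), S100A4 (ENSG00000196154, -0.86, SE 0.12, edgeR adjusted p 2.1e-04) and ARHGAP9 (ENSG00000123329, -0.70, SE 0.09, edgeR adjusted p 2.1e-04).

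With LPS, 19 genes differed between SCR and WT (4 higher, 15 lower), all 19 without overlap of the replicates, as for 22.8% of all genes where chance gives 10%. The libraries of this comparison were correlated by replicate number, and with the replicate as a block the count was 135 (64 higher, 71 lower). Without the filter on low counts it was 593 with the opposite balance, 396 higher and 197 lower. At an unadjusted p under 0.05 there were 2285 genes. Dropping single libraries lowered the count to between 0 and 14, the 0 being without SCR replicate 5, where 1529 genes had an unadjusted p under 0.05. GDF15 (ENSG00000130513, chromosome 19, 18485541 to 18499986) had 20.1 ± 2.61 CPM in SCR and 8.06 ± 0.834 CPM in WT (SD, n = 3 each; log2 fold change 1.33, SE 0.20, edgeR adjusted p 0.00724). UBE2M (ENSG00000130725, log2 fold change 0.99, SE 0.16) and EIF4G1 (ENSG00000114867, 0.49, SE 0.08) were higher at an edgeR adjusted p of 0.00885 each. Lower in SCR were GPD2 (ENSG00000115159, -0.60, SE 0.08), AKT2 (ENSG00000105221, -0.74, SE 0.11) and the long non-coding RNA LINC00926 (ENSG00000247982, -1.01, SE 0.15), each at an edgeR adjusted p of 0.00724. Without SCR replicate 5 the adjusted p was 0.0682 for GDF15, EIF4G1, GPD2 and AKT2, 0.0736 for UBE2M and 0.0762 for LINC00926. UBE2M and EIF4G1 lost their calls in 3 further fits each, at up to 0.113 and 0.130 without WT replicate 6. Fold changes in this comparison followed GC content (Spearman correlation -0.23 across genes, which are not independent replicates), and the count after the GC correction was 43.

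KD against WT combines the effects of the siRNA procedure and of the TRAFD1 siRNA. Without LPS, 1951 genes differed (975 higher, 976 lower), 1807 of them without overlap, as for 24.3% of all genes where chance gives 10%. The count was 962 without WT replicate 3 and 1246 without WT replicate 1. The balance stayed near even or leaned to the higher genes, with 48.6% to 73.3% of the genes higher across the alternatives other than leaving out a library and 47.0% to 54.5% in the fits without one library. ODC1 (ENSG00000115758, chromosome 2, 10580094 to 10588453) rose from 25.6 ± 0.955 to 65.2 ± 5.19 CPM (SD, n = 3 each; log2 fold change 1.35, SE 0.12, edgeR adjusted p 1.3e-06). CCL4L1 and CCL4L2 rose by 2.32 and 2.31. ARHGAP9 (-0.99), SACM1L (ENSG00000211456, -0.86) and BHLHE22 (ENSG00000180828, -0.88) were the lower genes with the smallest adjusted p (2.9e-06, 4.5e-06 and 5.2e-06 by edgeR).

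With LPS, 1808 genes differed between KD and WT (1049 higher, 759 lower), 1795 of them without overlap, as for 35.004% of all genes where chance gives 10%. Leaving out one library gave 376 genes without WT replicate 6, 596 without KD replicate 5 and up to 1428 otherwise. The processed pseudogene RPS11P5 (ENSG00000232888, chromosome 12, 133402287 to 133402770) rose by 1.69 on the log2 scale (SE 0.24), GDF15 by 1.35 (SE 0.20) and ODC1 by 0.77 (SE 0.12), each at an edgeR adjusted p of 8.7e-04. PIM2 (ENSG00000102096, chromosome X, 48770459 to 48776301) had 154 ± 7.49 against 290 ± 28.7 CPM (SD, n = 3 each; log2 fold change -0.91, SE 0.09, edgeR adjusted p 2.1e-05). AKT2 changed by -0.98 (edgeR adjusted p 1.2e-04) and PSTPIP2 (ENSG00000152229) by -0.93 (edgeR adjusted p 2.3e-04). Fold changes correlated with GC content across genes at a Spearman value of -0.18, and after the GC correction 966 genes were higher and 1144 lower, so that the majority changed sides. It did so too without WT replicate 6, with 160 higher and 216 lower.

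LPS changed 2380 genes in WT (1169 higher, 1211 lower), 2869 genes in SCR (1441 higher, 1428 lower) and 1912 genes in KD (1069 higher, 843 lower). Of these, 2332, 2833 and 1836 showed no overlap of the replicates, as did 32.5%, 37.3% and 25.4% of all genes where chance gives 10%. After the GC correction the majority changed sides in SCR (1360 higher, 1533 lower) and in KD (907 higher, 1125 lower). In WT it did so in 3 of 6 fits that each left out one library and under 4 of 6 other alternatives, for example in DESeq2 with 1401 higher and 1298 lower. The count in SCR was 1789 without SCR replicate 4 and 1875 without SCR replicate 1. In KD it was 3150 without KD replicate 1, 1098 without KD replicate 5 and 1146 without KD replicate 3. The genes written down in advance as a check of the labels rose in all 3 conditions. In WT, SCR and KD in this order, log2 fold changes were 3.16, 1.73 and 1.40 for TNF, 4.01, 4.24 and 4.89 for IL1B, 4.34, 3.84 and 3.34 for CXCL8, 6.96, 4.89 and 5.36 for CXCL10, and 2.46, 1.83 and 1.94 for NFKBIA. The highest edgeR adjusted p among these, for CXCL8 in KD, was 1.1e-05. CXCL8 was measured at 0.813 ± 0.616 CPM in unstimulated WT (SD, n = 3), close to the floor.

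The smallest adjusted p of the LPS response belonged to ENSG00000112096, an identifier without a symbol in the annotation, with log2 fold changes of 4.71 in WT, 3.92 in SCR and 3.798 in KD. CCL4L2 rose by 6.72, 4.44 and 4.10, and CCL4L1 by 6.73 in WT. TNFAIP6 (ENSG00000123610) rose by 6.08 in SCR and 6.23 in KD. CHAC1 (ENSG00000128965) changed by -4.17 in WT, -3.88 in SCR and -3.90 in KD, and SLC38A2 (ENSG00000134294) by -1.90, -1.86 and -1.61. GFI1 (ENSG00000162676) changed by -1.39 in WT, and DDIT4 (ENSG00000168209) by -2.10 in SCR and -2.12 in KD. The highest edgeR adjusted p among these values was 1.5e-10.

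Whether the LPS response itself differed was tested with interactions. Between KD and SCR 0 genes passed the threshold, with 1274 genes at an unadjusted p under 0.05. DESeq2 called 3 genes and a fit without the filter called 132. Between SCR and WT 39 genes passed (3 with a larger and 36 with a smaller response in SCR). The one-sided split depended on the test and the filter, with 17 larger and 68 smaller in DESeq2 and 108 larger and 133 smaller without the filter on low counts. Leaving out one library gave between 17 genes, without unstimulated WT replicate 1, and 91 genes, without unstimulated WT replicate 2. CCL4L1 (-2.29, SE 0.25), its copy CCL4L2 (-2.28) and CD83 (ENSG00000112149, chromosome 6, 14117487 to 14137149; -1.55, SE 0.17) had the smallest value, an edgeR adjusted p of 8.1e-05.

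The study asked whether the trans-mediated list changes more than other genes, and compared its median absolute test statistic with random gene sets. In KD against SCR with LPS, 7.36% of 1000000 random sets had a median as high as the 36 genes of the list. For SCR against WT with LPS the share was 11.99%, a ratio of 1.63 between the shares. Without LPS the shares were 41.0% for KD against SCR and 27.5% for SCR against WT, a ratio of 0.671. KD against WT gave 10.0% without LPS and 39.6% with LPS. None of these 6 shares was under 5%. The shares of KD against SCR and of SCR against WT with LPS moved most under the test and filter closest to those of the study, DESeq2 on the libraries of the pair without a filter, to 0.123% and 0.108%. Without LPS, this setting gave 24.0% and 3.47%. The share of KD against WT without LPS moved most in edgeR without the filter, to 0.036%, and was 0.635% with DESeq2 on the libraries of the pair without a filter. That of KD against SCR without LPS moved most without SCR replicate 2, to 89.3%, and was 76.8% without SCR replicate 1. Against random sets matched on mean expression, the same setting gave 15.5% and 15.4% with LPS, and 63.9% and 49.9% without LPS. In the edgeR analysis the matched shares were 17.4% and 24.7% with LPS and 56.4% and 46.3% without LPS. Without SCR replicate 4, the share with LPS was 3.07% for KD against SCR and 3.48% for SCR against WT. Among the fits without one library, the highest shares of these 2 comparisons were 30.2% without KD replicate 5 and 27.3% without WT replicate 6. For SCR against WT without LPS the share was 9.91% without WT replicate 2 and 53.8% without SCR replicate 3, and for KD against WT with LPS it was 12.4% without KD replicate 4. For KD against WT without LPS the share was 1.38% without WT replicate 1, 1.35% without WT replicate 3, 4.25% without KD replicate 1 and 2.09% without KD replicate 3.

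**Figure D2:**
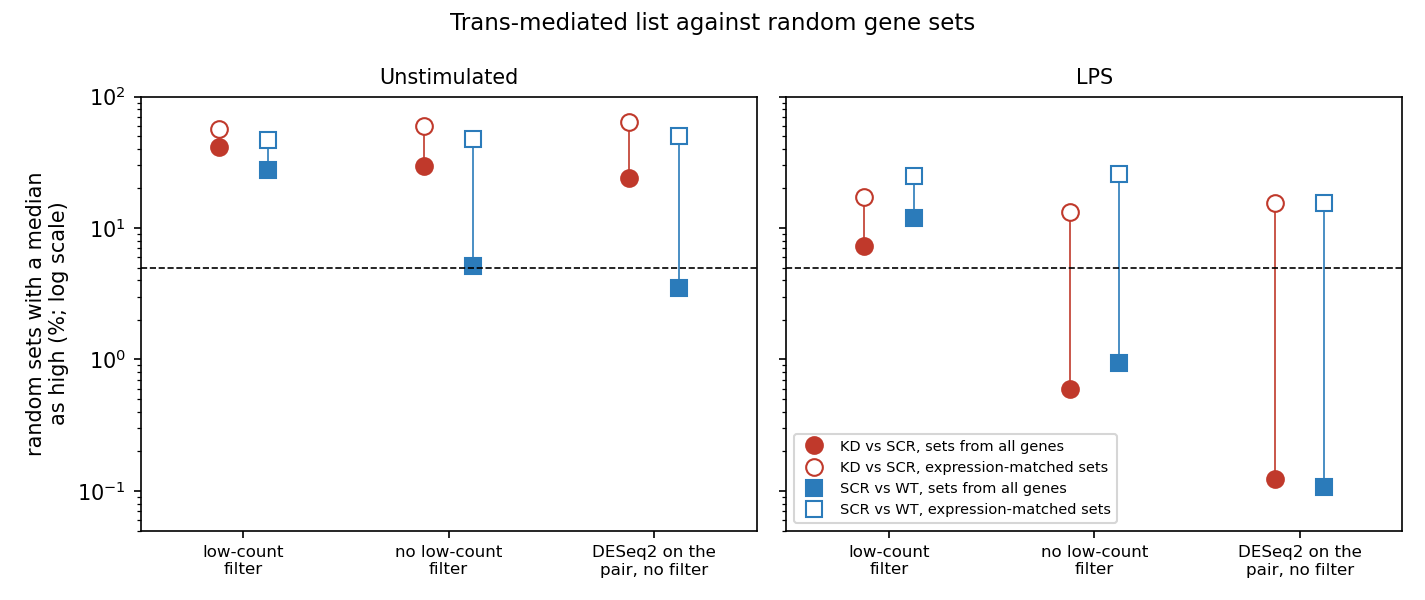
Percent of random gene sets (log scale) with a median absolute statistic as high as the trans-mediated list, for KD against SCR and SCR against WT in each stimulation state, under 3 settings, with plain and with expression-matched random sets and a dashed line at 5%. With LPS the unfiltered DESeq2 shares of 0.123% and 0.108% become 15.5% and 15.4% once the random sets are matched on expression.

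Among the 36 genes of this list, 3 passed 0.05 adjusted over the list alone in KD against SCR without LPS, and 1, TRAFD1, passed over all genes tested. The others were GBP5 (ENSG00000154451, 9.33 ± 3.42 against 5.64 ± 1.26 CPM, SD, n = 3 each; log2 fold change 0.75, SE 0.22, edgeR adjusted p 0.0463 over the list alone and 0.151 over all genes) and CXCL10 (ENSG00000169245, 4.94 ± 1.01 against 9.15 ± 1.53 CPM, SD, n = 3 each; log2 fold change -0.86, SE 0.27, edgeR adjusted p 0.0463 over the list alone and 0.172 over all genes). Without KD replicate 1 the log2 fold change of GBP5 was 0.40 (edgeR adjusted p 0.354 over all genes, where its alternatives other than leaving out a library ran from 0.0376 to 0.483). For CXCL10 these alternatives gave an adjusted p over all genes from 1.2e-05, in edgeR without the filter on low counts, to 0.381. With LPS, 0 members passed in KD against SCR and 5 had an unadjusted p under 0.05. For SCR against WT, 5 members passed adjusted over the list alone without LPS and 1 with LPS, and 4 and 1 over all genes. For KD against WT, 7 and 11 passed adjusted over the list alone, and 7 and 4 over all genes.

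The signed shift of the lists was tested with camera. The 35 trans-mediated genes had a median log2 fold change in KD against SCR of 0.00017 without LPS (18 of 35 higher, adjusted p 0.598) and -0.085 with LPS (23 of 35 lower, adjusted p 0.0608). The shift with LPS passed the threshold without SCR replicate 5 (-0.067, adjusted p 0.0333), without SCR replicate 6 (-0.092, adjusted p 0.0444) and without KD replicate 4 (-0.098, adjusted p 0.0333), and its adjusted p rose to 0.179 in another of these fits. The median without LPS was negative without SCR replicate 1 (-0.026), SCR replicate 2 (-0.0032), KD replicate 1 (-0.039) or KD replicate 2 (-0.069). In SCR against WT the medians were 0.12 without LPS (23 of 35 higher, adjusted p 0.0632) and -0.0085 with LPS (17 of 35 higher, adjusted p 0.398). Without WT replicate 3, the former had an adjusted p of 0.0157 at a median of 0.12. The latter was 0.017 without WT replicate 5 and 0.0051 without SCR replicate 5. KD against WT gave 0.082 without LPS (adjusted p 0.231; 0.044 without WT replicate 3 and 0.13 without WT replicate 1) and -0.13 with LPS (23 of 35 lower, adjusted p 0.0632), the latter passing without WT replicate 6 (-0.094, adjusted p 0.0385) or KD replicate 4 (-0.12, adjusted p 0.0491). Under fry, none of the camera calls of the 3 lists was lost, and 4 shifts of the trans-mediated list also passed, in SCR against WT and KD against WT without LPS and in KD against SCR and KD against WT with LPS. LPS raised the trans-mediated list by a median of 0.30 in WT, 0.42 in SCR and 0.50 in KD (27, 27 and 26 of 35 higher).

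The NF-kB list was lower in KD than in SCR without LPS (median -0.25, 20 of 26 lower, adjusted p 9.9e-04) and with LPS (median -0.19, 21 of 26 lower, adjusted p 3.9e-05). Without KD replicate 3, the shift without LPS was -0.11 with an adjusted p of 0.0632, and across its leave-one-out fits the adjusted p started at 3.4e-04. With LPS, the shift was -0.087 without SCR replicate 5 (adjusted p 0.0324), and it passed the threshold in all 6 such fits, with medians from -0.23 to -0.087 and an adjusted p from 2.5e-06. Against WT the list was higher in SCR without LPS (median 0.74, 24 of 26 higher, adjusted p 1.5e-13), while with LPS the median was 0.015 (13 of 26 higher, adjusted p 0.623) and turned negative without WT replicate 6 (-0.018), SCR replicate 5 (-0.0012) or SCR replicate 6 (-0.0028) and was 0.086 without SCR replicate 4. In KD against WT it was higher without LPS (median 0.49, 22 of 26 higher, adjusted p 2.9e-05) and lower with LPS (median -0.28, 19 of 26 lower, adjusted p 0.00150). LPS raised it by 2.97 in WT, 1.94 in SCR and 2.31 in KD, with all 26 genes higher in each. CXCL3 was at or under the floor in unstimulated SCR, and the medians were the same with this gene at its bound.

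The type I interferon list showed no shift past the threshold in any pair of conditions. Its medians in KD against SCR were 0.012 without LPS (17 of 30 higher) and -0.062 with LPS (20 of 30 lower), in SCR against WT -0.042 and -0.025, and in KD against WT -0.042 and -0.11. Without SCR replicate 4, its median in SCR against WT with LPS was -0.12 with an adjusted p of 0.00303, and in KD against SCR with LPS it was 0.029. That in KD against WT with LPS was -0.050 without WT replicate 4. Without SCR replicate 5, its median in SCR against WT with LPS was 0.031, and without WT replicate 1 that in KD against WT without LPS was 0.0016. LPS raised it by 0.30 in WT, 0.35 in SCR and 0.27 in KD. The LPS response of the 3 lists did not differ between KD and SCR past the threshold, with interaction medians of -0.058 for the trans-mediated, -0.0010 for the NF-kB and -0.057 for the interferon list. In the fits that each left out one library these ran from -0.081 to 0.0031, from -0.076 to 0.14 and from -0.080 to -0.031. The interferon interaction passed the threshold without SCR replicate 5 (-0.080, adjusted p 0.0348), and the trans-mediated one turned positive without unstimulated KD replicate 3.

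Scores per library gave the same comparison with an exact test. Across both stimulation states, the mean log2 CPM of the trans-mediated list was lower in KD than in SCR (difference -0.067, exact permutation p 0.015, adjusted over the 3 lists 0.0225), and so was that of the NF-kB list (difference -0.19, exact permutation p 0.015, adjusted 0.0225). For the trans-mediated list the means were 4.16 in KD and 4.25 in SCR without LPS, and 4.90 and 4.95 with LPS. Without LPS the median log2 fold change of its genes was 0.00017, so that the 2 measures differ in that state. The interferon list differed by 0.0095 (exact permutation p 0.805), with a negative sign in 4 of the 12 fits that each left out one library. With a median in place of the mean of the genes, the exact permutation p was 0.31 for the trans-mediated and 0.53 for the NF-kB list. Without SCR replicate 2 of the unstimulated cells, the NF-kB difference was -0.18 with an exact permutation p of 0.05.

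**Figure D3:**
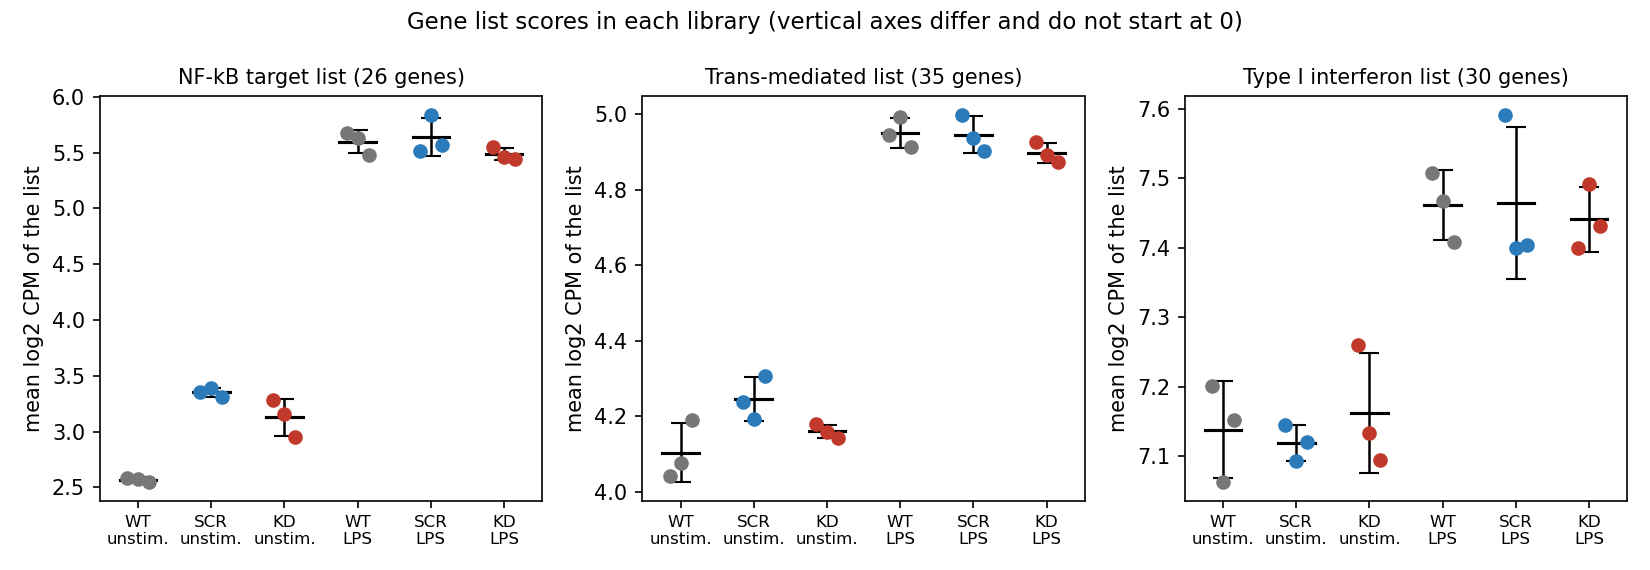
Mean log2 CPM of the NF-kB list (26 genes), the trans-mediated list (35 genes) and the type I interferon list (30 genes) in each library (points), with the mean and SD of each group of 3 libraries; the axes do not start at 0. Unstimulated WT libraries had a mean NF-kB score of 2.57, against 3.35 in SCR and 3.13 in KD, and with LPS the scores were 5.60, 5.64 and 5.49.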

Values the study reported

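From its RNA sequencing, the study reports that the TRAFD1 siRNA reduced TRAFD1 expression by 41% in unstimulated cells. In cells treated with LPS the reported reduction was 34%, without reaching significance. The study also reports a significant reduction by Western blot and by qPCR, and it regarded the knockdown as successful. For its list of trans-mediated genes, it drew 1,000,000 random sets of 42 genes and compared their median test statistic with that of the list. With LPS, 0.264% of the random sets were as extreme for WT against SCR and 0.005% for SCR against KD, which the study expresses as a 52.8-fold difference. Without LPS, the shares were 1.120% for WT against SCR and 0.307% for SCR against KD.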

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

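The contrasts, the list tests and the alternatives that the processing lists as fixed beforehand were chosen before the data were examined. Among the other tests of this part, only the splits of the libraries for the count of genes were chosen before the result was seen. The 3 results below stand here because an interaction test found that the LPS response differs between SCR and WT: a count of genes, the NF-kB list and the trans-mediated list.

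The LPS response of 39 genes differed between SCR and WT, being smaller in SCR for 36 of them and larger for 3 (edgeR adjusted p under 0.05). The smaller responses were the majority under every alternative, yet the split was far less one-sided without the filter on low counts, where 241 genes passed with 108 larger and 133 smaller, and in DESeq2, where 85 passed with 17 larger and 68 smaller. All 36 were raised in SCR before LPS, 30 of them past the threshold, with a median log2 fold change of 1.15 against WT. After LPS their median was -0.13, and 3 of them were past the threshold in SCR against WT. Of the 39 genes, 32 were induced by LPS in WT and 8 belong to the NF-kB list; 4 have no symbol in the annotation, so that their membership is not known. The interaction was also fitted in 100 splits of the 12 libraries, the real one and a random draw from the others that are possible. Only 2 of these 100 splits, the real one included, gave as many genes. The other one gave 68 genes and kept the unstimulated groups as they were, and the splits that changed the unstimulated groups gave at most 3. Against GC content as the whole cause speaks that, of the 35 genes with a known GC content, 29 also passed after the GC correction; in a fit restricted to genes with a known GC content, 32 passed before the correction, and 26 of these also after it. Against shared reads between near-identical copies speaks that 35 of the genes lie outside such pairs. Without SCR replicate 4 of the LPS group, the library with the lowest total, 20 genes passed, so that this library is not the whole source. The fits without one library gave between 17 genes, without unstimulated WT replicate 1, and 91 genes, without unstimulated WT replicate 2. The genes were selected by their interaction, which favours both a raised level before LPS and a lower one after it. For some of them the difference after LPS was the larger, for example -0.60 against 0.25 before LPS in GPD2. What stays open is whether the siRNA, the transfection, or the handling of the dishes gave these differences. Each is confounded with the groups, and the labels give no batch.

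The NF-kB list responded less to LPS in SCR than in WT (median interaction -0.82, lower for 22 of 26 genes, camera adjusted p 2.1e-19, fry adjusted p 2.2e-05). In 2 of the 100 splits, the real one included, the median was as far from 0, the other one again keeping the unstimulated groups. The list was raised before LPS (median 0.74 in SCR against WT) and had a median difference of 0.015 after LPS, with 13 of 26 genes higher. Since the interaction is the difference after LPS minus that before it, these values restate it. In the fits without one library the median ran from 0.64 to 0.95 before LPS and from -0.018 to 0.086 after it. For the list as a whole, the level in SCR was thus above that in WT before LPS and near it after LPS. As a restatement of the interaction, this does not test its origin. These values also do not exclude a lower level for single members, or show why the raised level was not kept after LPS. GC content as the cause is excluded by a median of -0.93 after the GC correction.

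For the raised level before LPS itself, 1 of the 10 splits of the 6 libraries gave a median as far from 0, the smallest number that 3 against 3 libraries can give. RNA of LPS-treated cells in the unstimulated SCR libraries would require the same share of such RNA for every class of induced genes. The genes induced over 16-fold needed a share of 2.64% (95% bootstrap interval 1.15% to 3.92%, 29 genes), those induced 2-fold to 4-fold 8.45% (5.83% to 11.3%, 238 genes) and those in between 7.52% (4.15% to 11.4%, 70 genes), which argues against it as the whole source. The median was 0.70 after the GC correction and 0.73 relative to the median of all genes, which argues against GC content and against the scaling of the libraries. A candidate explanation that remains is a mild activation of NF-kB targets by the control siRNA or the transfection; a difference in handling between dishes remains beside it. No test here separates them, since the labels disagree on whether WT received the reagent, and a biological explanation stays a hypothesis found on the same data.

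The trans-mediated list also responded less to LPS in SCR than in WT (median interaction -0.13, lower for 24 of 35 genes, camera adjusted p 0.00550, fry adjusted p 0.00459). However, 12 of the 100 splits gave a median as far from 0, so that a random grouping of these libraries gives such a value often enough. After the GC correction the median was -0.13 (camera adjusted p 0.0169 over 33 tests, while the adjusted p of its alternatives other than leaving out a library ran from 0.00558 to 0.0260), which argues against GC content. The fits without one library gave medians from -0.20, without unstimulated WT replicate 3, to -0.062, without SCR replicate 5 of the LPS group, and the camera adjusted p stayed under 0.05, from 8.7e-04 to 0.0267. For this list, a raised level before LPS and a lower one after it cannot be told apart as the origin. The median of SCR against WT was 0.12 before and -0.0085 after LPS, which restates the interaction. After the GC correction these medians were 0.077 and -0.071. The shift before LPS passed the threshold under fry but not under camera.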

How the results depend on the processing

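Results were recomputed under the alternatives described with the processing. Those with the GC correction, with DESeq2 on the libraries of one pair and with matched random sets combined with another change were chosen after seeing the data, and the others were chosen before the data were examined. Size factors of DESeq2 in place of TMM moved none of the 11 counts of genes by more than 1.5 times and lost none of the list or TRAFD1 calls. Where a value below moved, the cause was not tested unless one is given.

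The counts of genes past 0.05 depended on the test, the filter, the replicate block and the libraries fitted. Which of these moved a count most differed between comparisons. Without the filter on low counts there were 320 genes in KD against SCR without LPS and 425 with LPS, 593 in SCR against WT with LPS, 132 for the interaction of KD and SCR and 241 for that of SCR and WT. Of the 320, 425 and 593 genes, 314, 424 and 593 were also tested with the filter, so that the higher counts do not come from the genes added; the prior degrees of freedom of the variance rose from 8.83 to infinity in this fit. All 11 genes of KD against SCR without LPS were among its 320. With the replicate block the counts were 183 and 85 in KD against SCR without and with LPS, 934 and 135 in SCR against WT, and the interaction of SCR and WT had 41 genes. The 183 genes include all 11 of the fit without the block. The block uses the replicate number as a pairing, which only SCR against WT with LPS showed in all 3 pairs of libraries. With the DESeq2 Wald test there were 242 and 142 genes in KD against SCR, 929 and 196 in SCR against WT, and 3 and 85 in the interactions. DESeq2 on the libraries of the pair without a filter gave 86 and 619 genes in KD against SCR, 465 in SCR against WT with LPS, and 836 and 2949 in KD against WT. In fits to only the libraries of the groups compared, the counts were 0 (1305 at an unadjusted p under 0.05) and 161 in KD against SCR, 47 in SCR against WT with LPS, 280 and 3235 in KD against WT, and 847 for the LPS response in KD. The threshold of the study, stricter by construction, gave 0 genes in KD against SCR without LPS (2107 at an unadjusted p under 0.05), 45 and 2 in SCR against WT, 180 and 105 in KD against WT, 499, 548 and 344 for LPS in WT, SCR and KD, and 13 for the interaction of SCR and WT. After the GC correction there were 47 genes (24 higher, 23 lower) and 12 genes in KD against SCR, and 43 in SCR against WT with LPS. In KD against WT with LPS that correction also turned 1049 higher and 759 lower genes into 966 higher and 1144 lower. Counting this one, the majority of the genes changed sides in 2 of 6 alternatives for KD against SCR, 2 of 8 for SCR against WT and 6 of 8 for KD against WT without LPS, in 1 of 8 each for SCR against WT and KD against WT with LPS, and in 4, 1 and 1 of 6 for LPS in WT, SCR and KD. The share of higher genes ran from 19.1% to 66.8% in SCR against WT with LPS and from 0% to 44.8% for the interaction of SCR and WT, where it stayed under 50%.

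Fits that each left out one library gave from 1 to 52 genes in KD against SCR without LPS, from 193 to 510 in SCR against WT without LPS and from 0 to 14 with LPS (0 without SCR replicate 5, where 1529 genes had an unadjusted p under 0.05), from 962 to 1934 in KD against WT without LPS and from 376 to 1428 with LPS. For the LPS response they gave from 1789 to 2376 genes in SCR and from 1098 to 3150 in KD, and from 17 to 91 for the interaction of SCR and WT. Part of any loss follows from the fewer libraries. The library left out at these values was SCR replicate 1 or 3 (1 gene) and KD replicate 1 (52 genes) in KD against SCR, SCR replicate 1 (193) in SCR against WT, WT replicate 3 (962) and WT replicate 6 (376) in KD against WT, SCR replicate 4 (1789), KD replicate 5 (1098) and KD replicate 1 (3150) for LPS, and WT replicates 1 (17) and 2 (91) for the interaction.

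TRAFD1 kept its direction under every alternative other than leaving out a library. Its log2 fold change in KD against SCR was -1.41 without LPS in the fit to only those libraries (adjusted p 0.0847, where those alternatives ran from 1.8e-11) and, with LPS, -0.66 without the filter (adjusted p 0.0275) and -0.65 with DESeq2 on the libraries of the pair without a filter (adjusted p 0.0167, up to 0.241 in the others), and the LPS response in KD was 0.73 in the fit to only those libraries (adjusted p 0.131, from 0.00327 in the others). Without one library each, the fits gave from -1.72 to -1.20 in KD against SCR without LPS, from -0.77 to -0.48 with LPS (adjusted p 0.413 to 0.641), from 0.49 to 1.01 for the LPS response in KD and from -0.23 to 0.061 for that in SCR, which was positive without SCR replicate 1 (0.035) and SCR replicate 6 (0.061). For the interaction of SCR and WT they gave from -0.0079, without WT replicate 6, to 0.35.

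The share of random sets with a median as high as the trans-mediated list fell under 5% in some settings. Without the filter it was 0.036% in KD against WT without LPS, 0.595% in KD against SCR with LPS and 0.938% in SCR against WT with LPS. In fits to only the libraries of the groups compared it was 3.41% and 1.87% in the last 2 of these. DESeq2 on the libraries of the pair without a filter gave 3.47% in SCR against WT and 0.635% in KD against WT without LPS, and 0.123% in KD against SCR, 0.108% in SCR against WT and 0.516% in KD against WT with LPS. Matching on expression returned the shares of the unfiltered edgeR and DESeq2 settings to above 5%. The fits without one library gave from 3.07% to 30.2% in KD against SCR with LPS, from 3.48% to 27.3% in SCR against WT with LPS (both lowest without SCR replicate 4), and from 1.35% to 11.8% in KD against WT without LPS (lowest without WT replicate 3).

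For the direction of the lists, fry in place of camera moved 4 shifts of the trans-mediated list past 0.05: 0.12 in SCR against WT and 0.082 in KD against WT without LPS (adjusted p 0.00691 and 0.0413), -0.085 in KD against SCR and -0.13 in KD against WT with LPS (adjusted p 0.0266 and 0.00499). Across the alternatives other than leaving out a library these adjusted p ran up to 0.184, 0.404, 0.0787 and 0.0866. Fry takes the correlation between genes from the data where camera uses a preset value, a difference in their construction. Medians near 0 changed sign: -0.0017 for the trans-mediated list in KD against SCR without LPS with the replicate block, 0.0015 for the interferon list in KD against WT without LPS and -0.0054 for the NF-kB list in SCR against WT with LPS in fits to only the libraries of the groups compared, and -0.0166 for the latter after the GC correction. The NF-kB calls in KD against SCR, SCR against WT and KD against WT held under every alternative other than leaving out a library. As list scores, the median log2 CPM in place of the mean gave -0.15 for the trans-mediated list (exact permutation p 0.31, from 0.005 in the others) and -0.065 for the NF-kB list (exact permutation p 0.53, from 0.01 in the others).

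Leaving out one library moved the median of the trans-mediated list from -0.069 to 0.016 in KD against SCR without LPS and from -0.098 to -0.067 with LPS, from 0.086 to 0.13 in SCR against WT without LPS and from -0.043 to 0.017 with LPS, from -0.17 to -0.084 in KD against WT with LPS, from -0.081 to 0.0031 for the interaction of KD and SCR, and from -0.20 (without unstimulated WT replicate 3) to -0.062 (without SCR replicate 5 of the LPS group) for that of SCR and WT. The NF-kB list ranged from -0.29 to -0.11 in KD against SCR without LPS (-0.11, adjusted p 0.0632, without KD replicate 3), from -0.23 to -0.087 with LPS (-0.087, adjusted p 0.0324, without SCR replicate 5; the call held in all 6 fits), from -0.018 to 0.086 in SCR against WT with LPS and from -0.076 to 0.14 for the interaction of KD and SCR. Its score ranged from -0.23 to -0.14. The interferon list ranged from -0.12 to 0.029 in KD against SCR with LPS, from -0.12 to 0.031 in SCR against WT with LPS, from -0.075 to 0.0016 in KD against WT without LPS, from -0.080 to -0.031 and from -0.083 to 0.041 for the interactions of KD and SCR and of SCR and WT, and its score from -0.015 to 0.041.

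For the 78 pairs of a named gene and a contrast, TRAFD1 included, 868 values under alternatives were compared: 817 kept direction and call, 43 lost the call, 5 gained one and 3 were reversed, all 3 for TRAFD1. For 60 of the pairs the call held under every alternative compared, leaving out each library included. For genes other than TRAFD1 these did not include the GC correction or DESeq2 on the libraries of the pair without a filter. The depth of the libraries limits genes below the floor of 0.134 to 0.366 CPM, and CXCL8 in unstimulated WT lies close to it.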

Other observations

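The splits for the lists and the tests of explanations for the NF-kB list were chosen only after the result was seen. So were the matched sets for KD against SCR, the test of ribosomal protein pseudogenes and the comparison of LPS-induced genes. DESeq2 on the libraries of a pair without a filter, its combination with matched sets and the GC correction were added after seeing the data. The other tests in this part were chosen earlier.

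Other splits of the same libraries were fitted for each comparison. With 3 libraries against 3 there are 10 splits, so that the share is never under 0.1 and these counts cannot exclude a random grouping. In each pair of conditions and each LPS comparison except KD against SCR with LPS, 1 of 10 splits, the real one, gave as many genes past 0.05. In KD against SCR with LPS, where the real split gave 0 genes (1963 at an unadjusted p under 0.05), 10 of 10 did. For the interactions, 100 of the possible splits were drawn. For the interaction of KD and SCR, with 0 genes (1274 at an unadjusted p under 0.05), 100 of 100 splits gave as many, and one gave 286.

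The median absolute statistic of the trans-mediated list was reached by 4 of 10 splits in KD against SCR without LPS and by 1 of 10 in the other 5 pairs of conditions. The median log2 fold change of the NF-kB list was as far from 0 in 1 of 10 splits for every pair of conditions and LPS response except SCR against WT with LPS, where it was 8 of 10, and in 100 of 100 for the interaction of KD and SCR. In KD against SCR the margin was small, since another split reached a median of 0.22 in size against 0.25 without LPS, and one of 0.18 against 0.19 with LPS. For the trans-mediated list, 10 of 10 splits gave a median as far from 0 in KD against SCR without LPS, 2 in KD against SCR with LPS, 7 in SCR against WT with LPS, 1 in the other pairs and in each LPS response, and 35 of 100 for the interaction of KD and SCR. For the interferon list the number was 7 in KD against SCR and 3 in SCR against WT and in KD against WT without LPS. With LPS it was 6, 7 and 1 of 10 in the same order. It was 1 for each LPS response, 48 of 100 for the interaction of KD and SCR and 81 of 100 for that of SCR and WT.

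TRAFD1 was 63.3% lower in KD than in SCR without LPS. That is higher than the value quoted from the study above.

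With LPS, 7.36% of the random sets had a median as high as the trans-mediated list in KD against SCR. That is higher than the value quoted from the study above. The share for SCR against WT with LPS was 11.99%. That is higher than the value quoted from the study above. Without LPS, the share was 41.0% in KD against SCR. That too is higher than the value quoted from the study above. For SCR against WT without LPS it was 27.5%. That too is higher than the value quoted from the study above. The ratio of the shares of SCR against WT and KD against SCR with LPS was 1.63. That is lower than the value quoted from the study above. With DESeq2 on the libraries of the pair without a filter, the share for SCR against WT with LPS was 0.108%. That is lower than the value quoted from the study above, so that the direction of this difference depends on the setting. The same setting gave 0.123% for KD against SCR with LPS. That is higher than the value quoted from the study above. Without LPS it gave 24.0% for KD against SCR and 3.47% for SCR against WT. Both are higher than the values quoted from the study above.

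Without a filter on low counts the trans-mediated list stood apart from random sets in the control comparison too. With DESeq2 on the libraries of the pair, 0.108% of random sets reached its median in SCR against WT and 0.123% in KD against SCR with LPS. A candidate explanation is that the list is more highly expressed than random genes, so that any difference between groups gives it larger statistics. Against sets matched on mean expression, the shares were 15.4% for SCR against WT and 15.5% for KD against SCR, which is consistent with it. The test had been tried on simulated data without any effect of the list. There the noise was made to rise with expression and the list was drawn from highly expressed genes. Of these runs, 61.7% passed 0.05 against plain sets and 3.33% against matched sets. The settings were assumed and not taken from the libraries, so the simulation cannot show that this explanation holds for the real list. What the matched shares leave open is a difference of the list smaller than this comparison can show. No biological explanation was tested here.

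The direction of the trans-mediated list in KD against SCR could come from the SCR libraries alone if KD and WT were alike. With LPS the list had a median of -0.13 in KD against WT, past the threshold under fry and not under camera (adjusted p 0.0632, from 0.00499 to 0.0866 across the alternatives other than leaving out a library and from 0.0385 to 0.175 in the fits without one library), so that a difference of the SCR libraries and one of the KD libraries cannot be told apart for this list.

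The NF-kB list was lower in KD than in SCR in both states. With LPS its median was -0.28 in KD against WT, with 19 of 26 genes lower, which argues against a difference of the SCR libraries alone. The median in KD against SCR was -0.21 with LPS and -0.26 without LPS after the GC correction, which argues against GC content in both states. Without LPS the list was higher in KD than in WT (median 0.49) while lower than in SCR. There, a smaller effect of the procedure on the KD cells and an effect of TRAFD1 cannot be told apart, since no group received the TRAFD1 siRNA without the procedure. Without KD replicate 3 the median without LPS was -0.11, and without SCR replicate 5 that with LPS was -0.087 (camera adjusted p 0.0324, from 2.5e-06 in the other fits without one library). The splits above do not exclude a random grouping in either state. A lower expression of NF-kB targets after TRAFD1 knockdown is one hypothesis for the LPS state. The paper cites work that proposes TRAFD1 as a negative regulator of NF-kB. A lower list after knockdown is the opposite of what such a role would give. In addition, TRAFD1 RNA itself was not lower past the threshold with LPS. Its log2 fold change was -0.65 in KD against SCR (edgeR adjusted p 0.262) and -0.23 in KD against WT (edgeR adjusted p 0.563). The shift of the list may also be an effect of this single siRNA on other genes, which the seed test below addresses only in part.

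Off-target silencing through the guide seed would lower genes with a 3-prime untranslated region that matches it. Of 12402 genes, 2042 carried the 7-base match TTAACAA, and in KD against SCR without LPS this match ranked at percentile 27.5 among 16201 matches tested, counted from the strongest lowering. In simulated data a match ranked at place 1 when all its genes had been shifted by the same known amount. Smaller shifts were not simulated. A broad seed effect of the simulated size is therefore not seen in this comparison, and a weaker one is not excluded. For KD against WT without LPS the percentile was 7.91, for SCR against WT without LPS 3.02, and with LPS they were 22.5 for KD against SCR, 53.5 for KD against WT and 88.9 for SCR against WT.

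The 4 genes higher in KD than in SCR without LPS were ribosomal protein pseudogenes. Reads shared with the parent genes could raise them, and the 78 ribosomal protein genes had a median log2 fold change of 0.11, with 78.2% of them higher. All 456 ribosomal protein pseudogenes tested had a median of 0.075, with 59.2% higher. The 1407 other processed pseudogenes had a similar median of 0.069, with 55.1% higher. The parents of the 4 changed by 0.35 for RPS27, 0.23 for RPL6, -0.079 for RPL7A and 0.19 for RPS13. A change of the parents and of the pseudogenes cannot be told apart for this set, since the counts do not show which reads came from which copy. No biological explanation was tested.

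Genes induced by LPS in one condition were followed in unstimulated cells of the other 2. The 378 genes induced in KD had a median log2 fold change of 0.22 in SCR against WT, and 67.2% of them were higher. Of 10000 sets matched on expression, 0 had a median as high. The 453 genes induced in SCR had a median of 0.13 in KD against WT, which 0 of 10000 matched sets reached. The 448 genes induced in WT had a median of -0.038 in KD against SCR, and 272 of 10000 matched sets had a median as low.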
